A study of Mus musculus with 46 samples.

How the data were processed

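RNA was measured in 46 mouse libraries that the labels put in 11 groups, from 3 experiments. The first held 14 libraries of islets labelled Tfam control or Tfam KO, with the sex of each. The second held 19 libraries of islets labelled Clec16a control or Clec16a KO on diets given as HFD and RFD, which the labels do not write out. The third held 13 liver libraries labelled control, Mfn DKO or Tfam KO, whose descriptions carry the letters AAV. Per the labels, islets were kept in culture overnight before RNA isolation, livers were flash frozen, total RNA was treated with DNase, and libraries were read at both ends on an Illumina instrument. The aligner, the counting program, the genome build and the annotation are not stated in the labels.

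Each of the 46 files listed 55487 genes with, per the file headers, raw counts, TPM and CPM. The deposited counts were whole numbers and were used as they stood. The authors' CPM equalled the count divided by the library's total count. The authors' TPM columns were only checked for their sum and were not used. Of the gene identifiers, 55141 were found in GENCODE M21, so gene positions are given on GRCm38, an assignment that rests on this match of identifiers alone. Genes were handled by identifier, and 120 symbols occurred at more than 1 identifier.

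Total counts per library ran from 16235173, in a Clec16a islet library, to 83342809, in a Tfam islet library. A count of 0 was read as allowing up to 3 counts. Where a group lay at or under 3 counts in every library, a fold against it was computed against that floor and is given as a lower bound. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

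Groups were taken from the labels. Each experiment was fitted alone in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, TMM normalization, the filterByExpr filter on the group and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p of 0.05 or less. The fits had 1 mean per group, except the comparison of Tfam KO with control islets over both sexes, which had sex as an additive term. In all, 12 comparisons were made, including the interactions of genotype with sex and of genotype with diet. Standard errors of log2 fold changes were taken as the size of the change over the square root of F. Group values are CPM on TMM-scaled library sizes, as mean ± SD.

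Before the data were examined, the comparisons, the alternatives and 15 gene lists were fixed. The lists cover the integrated stress response (35 genes found in the files), β-cell maturity (23), β-cell immaturity (27), hepatocyte identity (30), immature liver (18), proliferation (14), proteins encoded by mitochondrial DNA (13) and nuclear subunits of oxidative phosphorylation (96). A further 7 lists hold markers of exocrine, alpha, delta, macrophage, fibroblast, endothelial and duct cells. The lists came from general knowledge of these tissues, not from these libraries. Lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with adjustment over the lists of a comparison. The value of a list is the median log2 fold change of its tested members. A list score is the mean log2 CPM of the list in 1 library. All list tests and gene tests were two-sided.

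The genes named are fixed by rule. They are the targeted genes, Xist and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, and at most the 3 members of a list with the smallest adjusted p. To these come, per comparison and direction, the 3 called genes with the largest change, a mean of at least 5 CPM in the higher group and no overlap between the groups. Not every gene that the rule admits is reported here. A gene named outside the rule is marked as chosen after its values were seen.

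The alternatives were the size factors of DESeq2, no filter on low counts, at least 10 counts in every sample, the Wald test of DESeq2 1.42.0, leaving out each library in turn, and the replicate number as a block. Further alternatives, where they applied, were the exocrine score (islets), the lane (Clec16a islets) or the Xist level (experiments without sex labels) as a covariate, no sex term (Tfam islets), and a fit of only the compared groups. Lists were also tested with fry and with camera at an estimated correlation. The sequencing lane was read from the names of the deposited files, which give it for the Clec16a islets only. Replicate numbers did not pair the libraries: over libraries with the same number in different groups, the median correlation of residual profiles was 0.0653 in the Tfam islets, -0.0163 in the Clec16a islets and 0.0873 in the livers.

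The procedure was tested on simulated data with 195, 198 and 191 changed genes among the 19369, 16918 and 16677 fitted in the Tfam islets, the Clec16a islets and the livers. Besides these, the genes of the stress response list were set 2-fold higher and left out of the recovered share. The simulated data had fewer changed genes than the knockout comparisons called, so the shares of false calls need not hold there. The procedure recovered 75.5%, 66.0% and 36.9% of the genes changed 2-fold. Of all its calls, 6.53%, 9.04% and 3.25% fell on unchanged genes, against 18.6%, 15.6% and 19.0% with the Wald test of DESeq2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Read-level questions, such as counts over single exons, were not analysed here.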

Results

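The study measured RNA in mouse islets and livers in which genes of mitochondrial upkeep had been targeted, and its title asks how signals from mitochondria bear on the identity and maturity of these tissues. Tfam encodes a factor that mitochondrial DNA needs for its transcription and packaging, Clec16a a regulator of the removal of damaged mitochondria, and Mfn1 and Mfn2 the mitofusins that join mitochondria. The Tfam islets comprised 5 control and 4 KO libraries from females, and 3 control and 2 KO libraries from males. The Clec16a islets comprised 4 control and 4 KO libraries on RFD, and 6 control and 5 KO libraries on HFD. The livers comprised 6 control, 4 Mfn DKO and 3 Tfam KO libraries. Total counts per library ran from 55223041 to 83342809 in the Tfam islets, from 16235173 to 55810879 in the Clec16a islets and from 41961114 to 56894510 in the livers.

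Transcripts of the targeted genes were compared first, to ask whether the genotype labels showed in the RNA. Tfam (ENSMUSG00000003923, GRCm38 chromosome 10, 71225464 to 71238280, minus strand) stood at 39.8 ± 2.26 CPM (SD, n = 8) in control islets and at 17.2 ± 1.11 CPM (SD, n = 6) in Tfam KO islets. Its log2 fold change was -1.21 with an SE of 0.06 and an adjusted p of 3.76e-10. In livers, Tfam was 58.9 ± 4.02 CPM (SD, n = 6) in controls and 14.7 ± 1.42 CPM (SD, n = 3) in Tfam KO, or 24.9% of control by the fit, with an adjusted p of 1.39e-06. Mfn1 (ENSMUSG00000027668, chromosome 3, 32529465 to 32579239, plus strand) was 80.8 ± 7.58 CPM (SD, n = 6) in control livers and 20.2 ± 4.30 CPM (SD, n = 4) in Mfn DKO livers, with an adjusted p of 2.64e-05. Mfn2 (ENSMUSG00000029020, chromosome 4, 147873599 to 147904704, minus strand) was 156.7 ± 28.4 CPM (SD, n = 6) and 38.1 ± 5.35 CPM (SD, n = 4) in the same groups, with an adjusted p of 2.97e-05.

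Clec16a (ENSMUSG00000068663, chromosome 16, 10545339 to 10744878, plus strand) was not lower in the libraries labelled Clec16a KO. On RFD it was 24.3 ± 3.71 CPM (SD, n = 4) in controls and 26.5 ± 2.74 CPM (SD, n = 4) in KO, a log2 fold change of 0.13 with an SE of 0.13 and an adjusted p of 0.612. On HFD it was 26.6 ± 3.60 CPM (SD, n = 6) and 28.1 ± 3.31 CPM (SD, n = 5), a log2 fold change of 0.08 with an SE of 0.11 and an adjusted p of 0.740. Counts of this gene therefore do not show the genotypes, which were taken from the labels.

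**Figure D1:**
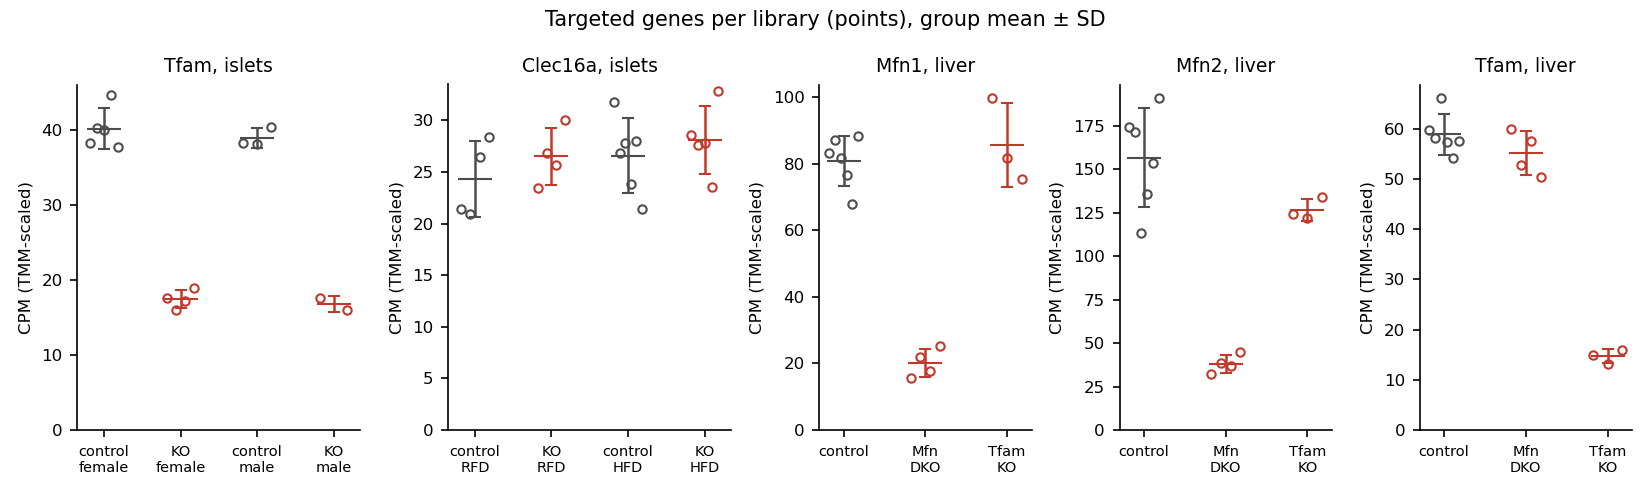
CPM of each targeted gene per library, with group means and SD. Tfam, Mfn1 and Mfn2 were lower in the groups in which they were targeted, while Clec16a averaged 26.5 CPM in KO and 24.3 CPM in control islets on RFD.

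The sex of the Tfam islet donors was compared with Xist, which is expressed from the inactive X chromosome, and with the Y-linked Ddx3y, and the labels and the RNA matched in each library. The labels of the other experiments give no sex. In the Clec16a islets, Xist lay between 302.2 and 534.2 CPM in all 19 libraries and Ddx3y had 0 counts, which allows at most 0.182 CPM in the library with the fewest counts, although the series text says that both sexes were used. Of the livers, 7 libraries had Xist between 380.3 and 787.8 CPM, and the other 6 had at most 0.705 CPM of Xist and 88.3 to 104.7 CPM of Ddx3y.

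Tfam KO islets were compared with control islets over both sexes, to ask which transcripts follow the loss of Tfam. Of 19752 genes tested, 4119 were called, 2285 higher and 1834 lower, and 637 of them changed at least 2-fold. The Wald test of DESeq2 gave 4898 calls, and leaving out 1 library at a time gave 3096 to 4995. Among the called genes that the naming rule admits, the largest increases were those of Vmn2r3 (ENSMUSG00000091572), with a log2 fold change of 9.49 and an SE of 0.45, and Vrtn (ENSMUSG00000071235), with 9.32 and an SE of 0.45. Vmn2r3 belongs to a large family of similar receptor genes, so the assignment of its reads is uncertain. In controls, Vmn2r3 and Vrtn averaged 0.0136 ± 0.0295 and 0.00946 ± 0.0268 CPM (SD, n = 8). These values are near the detection floor, so the size of both folds is uncertain beyond the SE. The largest eligible decreases were those of mt-Nd6, mt-Cytb and Elk3 (ENSMUSG00000008398), and Elk3 was 6.22 ± 1.12 CPM (SD, n = 6) in KO and 42.5 ± 6.18 CPM (SD, n = 8) in control islets.

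The 6 gene lists tested in islets were then compared between the same Tfam islets. Transcripts of mitochondrial DNA had a median log2 fold change of -2.64, with 0 of 11 members higher and a camera adjusted p of 4.11e-24, and all 11 were called, both adjusted over the list alone and over all genes. Their share of all counts was 1.16 ± 0.128% (SD, n = 5) in control and 0.226 ± 0.0295% (SD, n = 4) in KO females. The integrated stress response list had a median of 1.14, with 34 of 34 members higher and an adjusted p of 1.90e-33. Of its members, 32 were called adjusted over the list alone and 31 over all genes, led by Lonp1 at 1.83 with an SE of 0.05, Ddit3 at 2.80 with an SE of 0.14 and Trib3 at 5.25 with an SE of 0.30. The β-cell maturity list had a median of -0.60, with 2 of 23 members higher and an adjusted p of 1.91e-15, and 21 members were called adjusted over the list alone and 20 over all genes. Ins1 (ENSMUSG00000035804, chromosome 19, 52264297 to 52265476, plus strand) changed by -1.26 with an SE of 0.10, and Ucn3 by -0.88 with an SE of 0.08. The β-cell immaturity list had a median of 0.02, with 15 of 27 members higher and an adjusted p of 0.635. Its sign changed in 4 of the 14 fits without 1 library, to -0.05 at the lowest, and 2 members were called adjusted over the list alone and 3 over all genes. Nuclear subunits of oxidative phosphorylation had a median of 0.03 and an adjusted p of 0.391, with 7 and 8 members called in the same order, and without 1 library at a time the median ran from -0.02 to 0.11. Proliferation had a median of -0.01 and an adjusted p of 0.678, with 0 members called, and in the same fits the median ran from -0.23 to 0.08.

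Camera assumes a fixed correlation between the members of a list. With an estimated correlation, the stress response, maturity and mitochondrial DNA lists held in the Tfam islets over both sexes and within each, as did the difference between the sexes in the immaturity list, maturity in the Clec16a islets on HFD, and mitochondrial DNA in the Tfam KO livers against both other groups. Among the lists other than those of cell markers, the other calls given here did not hold with it. With fry, 14 calls of these lists were lost, and they are named with their comparisons.

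**Figure D2:**
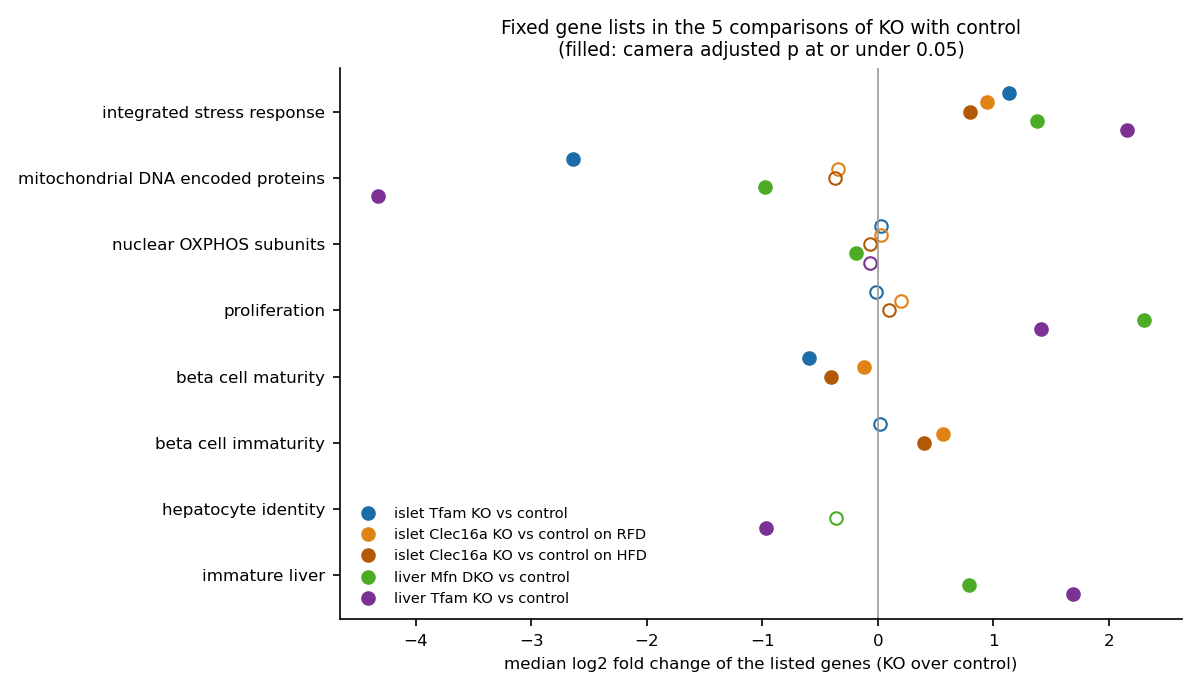
Median log2 fold change of each gene list in each knockout comparison. The stress response list was above 0 in all 5, from 0.80 in the Clec16a islets on HFD to 2.15 in the Tfam KO livers.

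The Tfam effect was fitted within each sex, to ask whether it differed between them. In females 2142 genes were called, 1318 higher and 824 lower, and without KO female replicate 3 the count was 1336. In males, with 2 KO libraries, 1764 were called, 1035 higher and 729 lower, and without control male replicate 2 the count was 1013, while the Wald test gave 2716. In males, Vmn2r3 was at least 371.3-fold and Vrtn at least 155.6-fold higher in KO, against controls with at most 3 counts per library. The interaction of genotype and sex gave 0 called genes and 1230 at an unadjusted p under 0.05, while the fit without a filter on low counts gave 30 calls and the Wald test 34. The stress response medians were 1.08 in females and 1.24 in males, and their difference had a median of 0.08 with an adjusted p of 0.215. Without 1 library at a time it ran from -0.02 to 0.22. For β-cell maturity the medians were -0.53 and -0.71, and the interaction had a median of -0.17, with 4 of 23 members higher and an adjusted p of 0.00114, which fry placed at 0.127. For β-cell immaturity the medians were -0.22 in females, with an adjusted p of 0.120, and 0.53 in males, with an adjusted p of 1.73e-04, and the interaction had a median of 0.70, with 25 of 27 members higher and an adjusted p of 6.69e-12. Medians of mitochondrial DNA transcripts were -2.62 and -2.71. With members at the detection floor set to their bound, the value in females was -2.59. Nuclear subunits had medians of -0.03 in females and 0.13 in males, the latter with an adjusted p of 0.00992 that fry placed at 0.492, and their interaction was not tested. In the interaction, proliferation had a median of -0.03 and an adjusted p of 0.955, and without 1 library at a time it ran from -0.21 to 0.28.

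Libraries labelled Clec16a KO were compared with controls on RFD, to ask what the genotype changed on this diet. Of 17254 genes tested, 1298 were called, 688 higher and 610 lower, with 474 changed at least 2-fold. The count was 523 to 1224 without 1 library at a time and 629 with the Xist level as a covariate. The eligible genes with the largest increases were Bcat1 (ENSMUSG00000030268) at 6.11 with an SE of 1.09, Aldh1a3 (ENSMUSG00000015134) at 5.66 with an SE of 0.98, and Areg (ENSMUSG00000029378) at 5.58 with an SE of 0.98. Aldh1a3 was 110.3 ± 112.5 CPM (SD, n = 4) in KO and 2.10 ± 0.682 CPM (SD, n = 4) in control islets. Bcat1 and Areg averaged 0.105 ± 0.129 and 0.208 ± 0.137 CPM (SD, n = 4) in controls. These values are near the detection floor, so the size of these 2 folds is uncertain. Trpm5 (ENSMUSG00000009246) fell by 3.43 on the log2 scale, with an SE of 0.73, from 257.4 ± 42.5 CPM (SD, n = 4) to 23.9 ± 11.01 CPM (SD, n = 4). DESeq2 gave this gene no adjusted p.

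On RFD the stress response list had a median of 0.94, with 33 of 34 members higher and an adjusted p of 1.17e-21, and 29 members were called adjusted over the list alone and 25 over all genes. Pycr1 rose by 1.99 with an SE of 0.31 and Gdf15 by 4.49 with an SE of 0.77. The maturity list had a median of -0.12, with 9 of 23 members higher and an adjusted p of 0.0106, and 9 members were called adjusted over the list alone and 7 over all genes. The immaturity list had a median of 0.57, with 24 of 27 members higher and an adjusted p of 2.07e-05, and again 9 and 7 members were called. The endothelial and fibroblast lists were higher too, by medians of 0.71 and 0.66. The rise in immaturity was not tested with these cells as a covariate, so RNA from other cells stays open as its cause. Mitochondrial DNA transcripts had a median of -0.35 and an adjusted p of 0.0852, and the list was called in 4 of the 8 fits without 1 library, where its median ran from -0.53 to -0.13. Nuclear subunits had a median of 0.03 and an adjusted p of 0.274. Their median ran from -0.07 to 0.13 without 1 library at a time, and with the Xist level as a covariate it was -0.11 with an adjusted p of 0.00694. Over the alternatives that p ran from 0.00296, with the exocrine score as a covariate, to 0.822, with the estimated correlation. Proliferation had a median of 0.20 and an adjusted p of 0.263.

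The same comparison on HFD called 1652 genes, 970 higher and 682 lower, with 502 changed at least 2-fold. KO HFD replicate 4 decided part of this count, which was 3369 without it and 786 without KO HFD replicate 3. The stress response score of KO HFD replicate 4 was 4.34, below the 4.38 to 4.87 of the 6 controls, against a group mean of 5.77 ± 0.805 (SD, n = 5). Of the eligible genes, the largest increases were those of Gm2115 (ENSMUSG00000097789) at 5.33 with an SE of 0.56 and Gm34225 (ENSMUSG00000108722) at 3.24 with an SE of 0.40, and the largest decreases those of T2 (ENSMUSG00000058159) at -2.39 with an SE of 0.40 and Nnat (ENSMUSG00000067786) at -2.32 with an SE of 0.37. Only 338 of the 1652 calls had no overlap between the groups, against 1174 of 1298 on RFD. Larger changes, such as that of Aldh1a3 below, were therefore not eligible. The genes named on the 2 diets thus do not show a difference between them. The stress response list had a median of 0.80, with 33 of 34 members higher and an adjusted p of 1.69e-19, and 30 members were called adjusted over the list alone and 23 over all genes. Maturity had a median of -0.41, with 2 of 23 members higher and an adjusted p of 4.45e-07, and 12 and 7 members were called. Ucn3 fell by 1.05 with an SE of 0.14. Immaturity had a median of 0.40, with 21 of 27 members higher and an adjusted p of 1.09e-04, and 13 and 8 members were called, with Aldh1a3 at 5.93 and an SE of 0.83. Here too the endothelial and fibroblast lists were higher, by medians of 0.52 and 0.79, and RNA from other cells stays open as a cause. Mitochondrial DNA transcripts had a median of -0.37 and an adjusted p of 0.0729, and nuclear subunits a median of -0.07 and an adjusted p of 0.167. These were called in 3 and 2 of the 11 fits without 1 library, where the medians ran from -0.47 to -0.30 and from -0.12 to -0.03. Proliferation had a median of 0.09 and an adjusted p of 0.0837, and in the same fits it ran from -0.09 to 0.39.

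The Clec16a libraries were sequenced on lanes 7 and 8, so the score differences were taken again within each lane. The stress response score was higher in KO by 1.41 over all RFD libraries, by 1.57 on lane 7 (3 KO and 2 control libraries) and by 1.27 on lane 8 (1 KO and 2 control libraries). On HFD it was higher by 1.19 over all libraries, by 1.53 on lane 7 (2 KO and 3 control libraries) and by 0.987 on lane 8 (3 KO and 3 control libraries). The maturity score differences were -0.374 over all libraries and -0.369 and -0.414 within the lanes on RFD, and -0.536, -0.635 and -0.455 on HFD. Those of immaturity were 0.571, 0.543 and 0.574 on RFD, and 0.497, 0.516 and 0.521 on HFD.

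**Figure D3:**
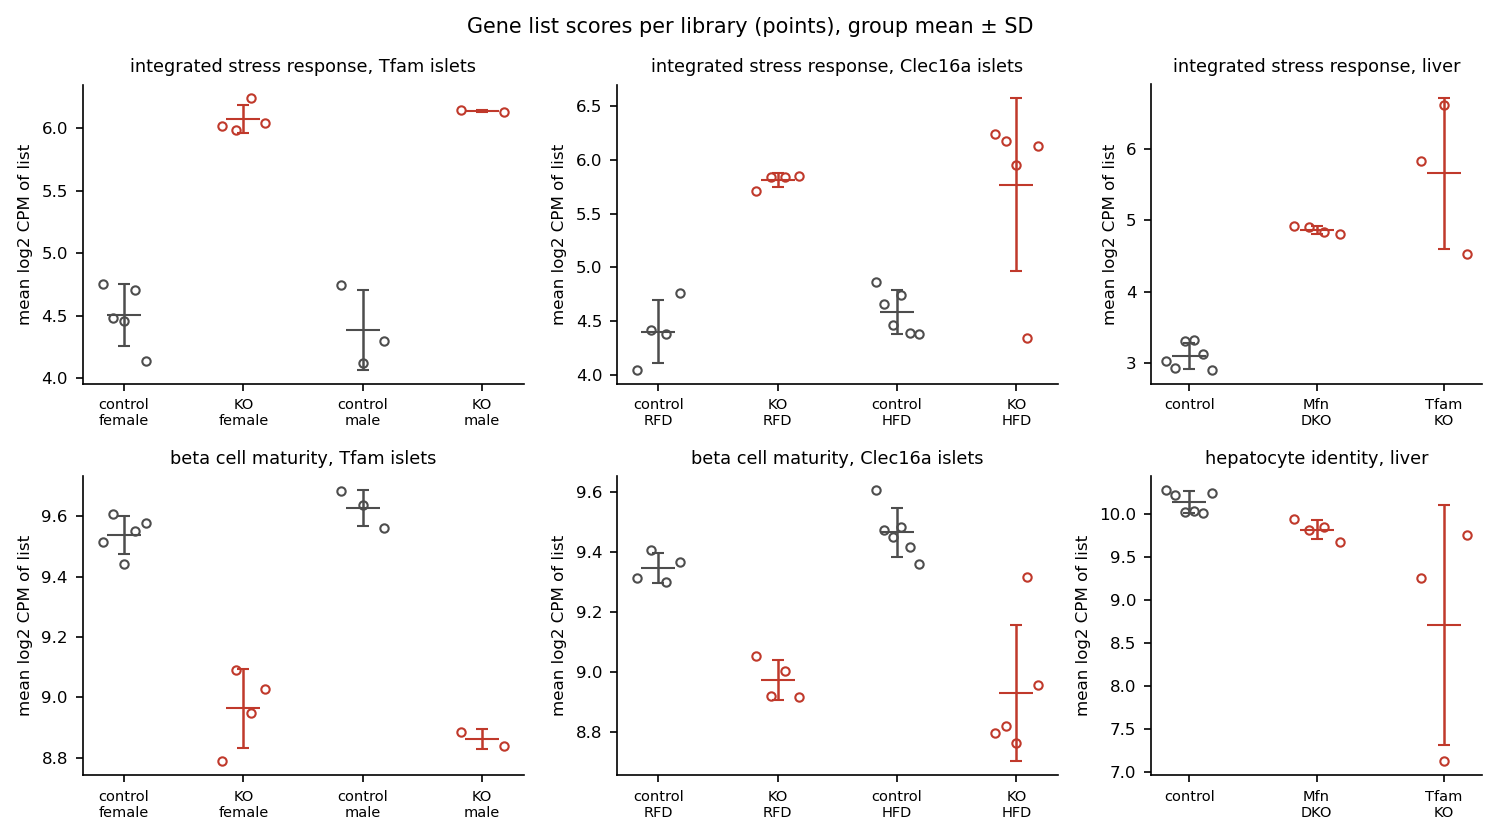
Score of the gene lists in each library, as mean log2 CPM, by group. In the KO HFD group the stress response scores ran from 4.34, in replicate 4, to 6.24.

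The diets were compared within each genotype. In controls 7 genes were called between HFD and RFD, 1 higher and 6 lower, with 973 at an unadjusted p under 0.05, and the Wald test called 53. In the libraries labelled KO, 2 were called, both lower, with 946 at an unadjusted p under 0.05, and the Wald test called 41. Without 1 library at a time the counts in controls ran from 3 to 12 (without control RFD replicate 2). Those in KO ran from 0 to 31 (without KO RFD replicate 4). Several of these fits gave the lowest counts. Without KO HFD replicate 4 the count in KO was 27. Vip (ENSMUSG00000019772) was 5.67 ± 1.35 CPM (SD, n = 6) on HFD and 25.5 ± 7.48 CPM (SD, n = 4) on RFD in controls, with an adjusted p of 2.70e-04. Gm5771 (ENSMUSG00000058119), one of a family of similar trypsinogen genes, was lower on HFD in controls, at -4.10 with an SE of 0.58, and in KO, at -3.68 with an SE of 0.56. In KO its call was lost in 4 of the 9 fits without 1 library, with the exocrine score as a covariate, and when only these 2 groups were fitted. The interaction of genotype and diet gave 0 called genes and 406 at an unadjusted p under 0.05, against 20 calls with the Wald test.

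In controls, the stress response list had a median of 0.15 on HFD against RFD with an adjusted p of 0.00421, maturity 0.10 with 0.0115, immaturity 0.09 with 0.340 and proliferation -0.10 with 0.0498. In KO the medians were 0.07 with an adjusted p of 0.969, -0.01 with 0.439, -0.05 with 0.0370 and -0.19 with 0.335, in the same order. In the interaction they were -0.07 with 0.00743, -0.14 with 0.00445, -0.05 with 0.196 and -0.01 with 0.574. None of the calls among these 12 values held under fry, where the smallest adjusted p was 0.529. Without KO HFD replicate 4 the interaction of the stress response list was 0.10, that of immaturity 0.01, and the diet effect on immaturity in KO 0.02. The sign of other values also changed with the library left out. Without 1 library at a time, proliferation ran from -0.29 to 0.15 and immaturity from -0.05 to 0.15 in controls, maturity from -0.06 to 0.06 in KO, and proliferation from -0.26 to 0.24 in the interaction.

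Mfn DKO livers were compared with control livers, to ask what follows the loss of both mitofusins. Of 17024 genes tested, 1681 were called, 891 higher and 790 lower, with 754 changed at least 2-fold. The count was 686 to 1444 without 1 library at a time, 2870 with the Wald test and 4338 when only these 2 groups were fitted. The livers were of both sexes and this fit had no sex term. With the Xist level as a covariate the count was 2181. By the same rule, the largest increases were those of Vmn2r3 at 9.24 with an SE of 1.21, Areg at 8.89 with an SE of 0.86 and Eno1b (ENSMUSG00000059040) at 7.55 with an SE of 0.34. Eno1b, a retrogene close in sequence to Eno1, was 64.4 ± 5.25 CPM (SD, n = 4) in Mfn DKO and 0.342 ± 0.236 CPM (SD, n = 6) in control livers. The assignment of reads is uncertain for Vmn2r3 and Eno1b, and also for Serpina4-ps1 and Mup19, which have close relatives and had the largest eligible decreases, at -9.41 and -5.01. The call of Mup19 was lost without Mfn DKO replicate 1 and without replicate 4. Areg averaged 0.0283 ± 0.0342 CPM (SD, n = 6) in controls, and Serpina4-ps1 0.0882 ± 0.0580 CPM (SD, n = 4) in Mfn DKO. Both values are near the detection floor, so the size of these 2 folds is uncertain.

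The stress response list had a median of 1.38 in Mfn DKO livers, with 32 of 34 members higher and an adjusted p of 2.10e-12, and 20 members were called adjusted over the list alone and 16 over all genes. Trib3 rose by 4.22 with an SE of 0.34 and Nupr1 by 5.18 with an SE of 0.51. Hepatocyte identity had a median of -0.36, with 9 of 30 members higher and an adjusted p of 0.0559, and 2 members were called either way. It was called in 3 of the 10 fits without 1 library and when only these 2 groups were fitted, with an adjusted p of 2.38e-04, and over its alternatives the p ran from that value to 0.658. Immature liver had a median of 0.79, with 14 of 14 members higher and an adjusted p of 0.00148, which fry placed at 0.0916, and 3 and 2 members were called. Mitochondrial DNA transcripts had a median of -0.97, with 0 of 11 members higher and an adjusted p of 3.03e-06, and 10 and 3 members were called. Nuclear subunits had a median of -0.19, with 10 of 84 members higher and an adjusted p of 4.94e-08, and 4 and 5 members were called. Proliferation had a median of 2.30, with 14 of 14 members higher and an adjusted p of 4.06e-14, and 14 and 13 members were called, with Mki67 at 2.32 and an SE of 0.27.

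Tfam KO livers were compared with the same 6 controls. In all 4992 genes were called, 3073 higher and 1919 lower, with 2372 changed at least 2-fold, and the 3 KO libraries were unlike. The count was 2504 without Tfam KO replicate 2, 3228 when only these 2 groups were fitted and 5121 with the Xist level as a covariate. Fitted in that way, Mfn DKO had more calls, 4338, so the 2 counts do not rank the knockouts. Areg rose most among the eligible genes, at 12.01 with an SE of 0.89, followed by Afp (ENSMUSG00000054932) at 10.83 with an SE of 1.80 and Slc7a11 (ENSMUSG00000027737) at 9.62 with an SE of 1.51. Afp stood at 5.31 CPM (95% Wilson interval 4.76 to 5.92), 10783 CPM (10760 to 10806) and 4.45 CPM (3.87 to 5.11) in replicates 1, 2 and 3, against 1.97 ± 0.613 CPM (SD, n = 6) in controls, so 1 library decided its group mean. Slc7a11 stood at 2.26 CPM (1.91 to 2.67), 134.9 CPM (132.4 to 137.5) and 0.134 CPM (0.0615 to 0.293) in the same libraries. DESeq2 gave both genes no adjusted p. In controls, Areg and Slc7a11 averaged 0.0283 ± 0.0342 and 0.0556 ± 0.0169 CPM (SD, n = 6). These values are near the detection floor, so the size of these 2 folds is uncertain. The largest eligible decreases were those of Mup15, Mup17 and Mup19, at -6.52, -6.35 and -6.23, in a family of genes too alike for counts to be assigned with certainty.

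In the Tfam KO livers, mitochondrial DNA transcripts had a median of -4.32, or -4.21 with members at the detection floor set to their bound, with 0 of 11 members higher and an adjusted p of 4.25e-17, and all 11 were called either way. The stress response list had a median of 2.15, with 31 of 34 members higher and an adjusted p of 6.94e-14, and 30 members were called adjusted over the list alone and 29 over all genes. Trib3 rose by 5.43 with an SE of 0.36. Hepatocyte identity had a median of -0.97, with 2 of 30 members higher and an adjusted p of 1.71e-08, and 12 and 10 members were called. The scores of this list ran from 7.13 to 9.76 in the KO libraries, against 10.01 to 10.28 in controls. All KO libraries were thus lower, by unlike amounts. Immature liver had a median of 1.69, with 13 of 14 members higher and an adjusted p of 0.0131, which fry placed at 0.0951, and 9 and 7 members were called. Without Tfam KO replicate 2 that median was 0.27 and the list was not called. Proliferation had a median of 1.41, with 13 of 14 members higher and an adjusted p of 7.21e-05, and 11 and 10 members were called. Nuclear subunits had a median of -0.07 and an adjusted p of 0.0642, with 4 and 7 members called, and the list was called in 5 of the 9 fits without 1 library, where its median ran from -0.11 to -0.03.

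**Figure D4:**
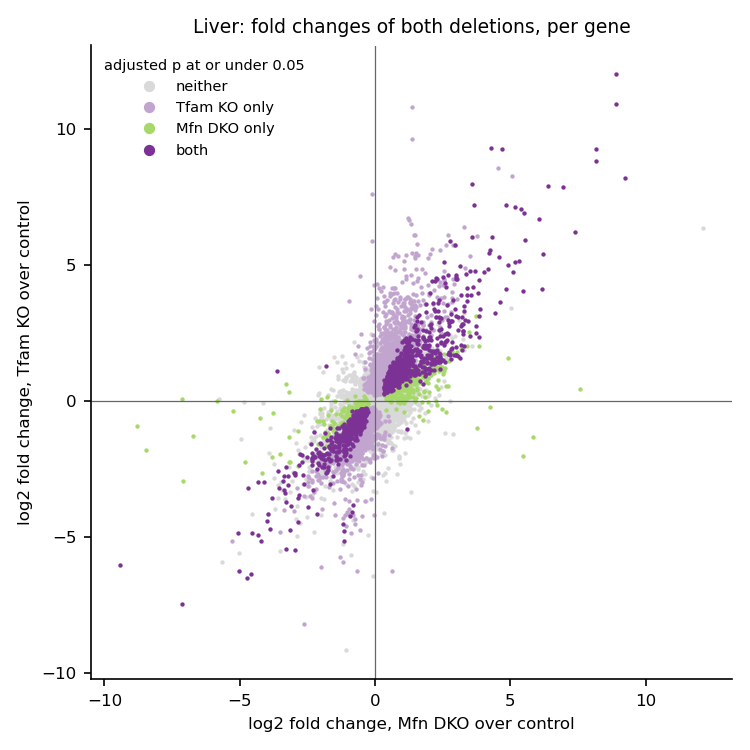
Log2 fold change of each gene in Tfam KO against that in Mfn DKO livers, both relative to the same controls. Across genes, Pearson's r was 0.726, and of the genes called in both comparisons 1189 of 1192 changed in one direction.

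Tfam KO and Mfn DKO livers were compared directly. Of the genes tested 50 were called, 18 higher and 32 lower in Tfam KO, with 3480 at an unadjusted p under 0.05. This count was 24 without Mfn DKO replicate 1, 4204 without Tfam KO replicate 3, and 1065 with the Wald test, where 72.3% were higher against 36% here. Eno1b was lower in Tfam KO by a log2 fold change of -7.10 with an SE of 0.44, and mt-Cytb by -3.93 with an SE of 0.42. The mitochondrial DNA list had a median of -3.35, or -3.30 at the bound, with an adjusted p of 9.23e-25 and 11 and 9 members called. The stress response list had a median of 1.08, with 28 of 34 members higher, an adjusted p of 7.16e-05 and 21 and 1 members called, hepatocyte identity -0.72 with 9.92e-10 and 0 called, nuclear subunits 0.10 with 0.00132, proliferation -0.95 with 1.46e-05 and immature liver 0.52 with 0.967. Under fry the adjusted p were 0.107, 0.0701, 0.273 and 0.0639 for the first 4 of these. Without Tfam KO replicate 2 the immature liver median was -0.62, and without Tfam KO replicate 3 the nuclear subunits were at 0.05 and not called.

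Calls were compared between experiments over the genes tested in both, where genes are not independent replicates. Tfam KO and Clec16a KO islets on RFD had 449 called genes in common, against 300.1 if the calls were independent, and 58.8% of them changed in one direction. On HFD the figures were 582, 375.7 and 71.1%. With a 2-fold limit the shared genes were 97 and 123, of which 73.2% and 85.4% changed in one direction. The Clec16a comparisons on RFD and HFD shared 853 calls, against 124.3, all in one direction. Islets and livers lacking Tfam shared 1407, against 1063, with 81.7% in one direction. The 2 liver comparisons shared 1192, against 492.9, but they used the same controls. When all 3 liver groups were simulated from the controls, r had a median of 0.360 and a range of 0.326 to 0.396 over 20 simulations, with 0 genes called in both, against the 0.726 observed. Of the genes tested in all 5 knockout comparisons, 43 were called in each with one sign, 38 higher and 5 lower, and 10 were called with mixed signs. Of the 38, 9 were members of the stress response list. The 5 lower genes, named after their values were seen, were Trp53inp2, Upf3b, Akr1c12, Ccdc30 and Dcaf8.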

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

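Of the tests below, the one for a mislabelled library and those with other cell types as a covariate were chosen only after the result was seen. In each group of 4 to 10 libraries, the library farthest from the others was compared with the spread of its group, as the gap to its nearest neighbour over the whole range. Over 60 such values for list scores and targeted genes, 6 were larger than expected at the 95% level, where chance alone gives 3. Interactions of gene lists with sex or diet past the threshold gave 4 more results.

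Islets of Clec16a KO HFD replicate 4 stood apart in the stress response score, with a gap of 0.849 of the range, and in the β-cell immaturity score, with 0.837. Library size was tested by thinning all libraries to one total, and in the lowest of 20 thinnings the gaps were still 0.818 and 0.811. With the 10 most abundant genes left out they were 0.863 and 0.796. The lane shifts over the other libraries were 0.00186 ± 0.0970 (SE) and -0.0830 ± 0.0632 (SE), where -1.78 and -0.887 would be needed. These 3 explanations are therefore argued against for both scores. Over the 1470 genes called when the RFD groups were fitted alone, this library was placed between RFD controls (0) and RFD KO (1), and it lay at 0.0956, while the other KO HFD libraries lay at 1.03 to 1.18 and the HFD controls at -0.0316 to 0.272. A mislabelled library, or a mouse in which the gene was not deleted, is consistent with that position and stays open, and so does a mouse that did not respond, which was not tested. The library was kept in its labelled group.

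Islets of Clec16a KO RFD replicate 1 had the lowest stress response score of their group, with a gap of 0.889 of the range. The scores of this group lay between 5.71 and 5.85, so the gap is large only against a narrow spread. It fell to 0.727 in the lowest thinning and to 0.636 without the 10 most abundant genes, so library size or a few abundant genes may account for it. The lane shift was 0.169 ± 0.227 (SE) where -0.129 would be needed, and lane and library cannot be told apart with an error of that size. No biological explanation was tested.

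Proliferation scores were highest in Clec16a control RFD replicate 2, with a gap of 0.918 of the range, in Clec16a KO RFD replicate 3, with 0.909, and in Mfn DKO liver replicate 4, with 0.843. A few abundant genes are argued against in all 3, since leaving out the 10 most abundant ones gave 0.927, 0.926 and 0.875. In the lowest thinning the gaps were 0.681, 0.605 and 0.812, so library size may account for each of them. The lane shifts for the islet libraries were 0.345 ± 0.287 (SE) where 0.668 was needed, and 0.372 ± 0.279 (SE) where 0.514 was needed, so the lane cannot be told apart from the libraries themselves. The liver labels give no lane. No biological explanation was tested.

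The effect of Tfam KO on the β-cell maturity list differed between the sexes by a median of -0.17, and that on the immaturity list by 0.70. For immaturity, GC content and gene length are argued against, since removing their trend left 0.73 (camera p 4.09e-13), beside -0.17 (1.56e-04) for maturity. Library size is argued against for that list as well, since thinning to the smallest total left 0.71 (1.58e-11), beside -0.17 (0.00144) for maturity. With the mean score of 5 other cell types as a covariate the medians were -0.11 and 0.18, and the 2 lists had one and the same adjusted p, 0.330 with camera and 0.803 with fry. RNA from other cells may thus account for both differences. The 7 lists of other cells were all higher in the interaction, by medians from 0.28 in alpha to 2.29 in exocrine cells, and each of the 7 had a median below 0 in females and above 0 in males. A difference between male and female mice in the response itself stays open, and with 2 KO males it was not tested further. Of 100 splits of the libraries, the real one included, 11 gave a maturity difference as large and 2 an immaturity difference as large, so chance stays open for maturity.

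The effect of the Clec16a KO label differed between the diets by a median of -0.0743 in the stress response list and of -0.14 in the maturity list. Removing the trend on GC content and gene length left -0.0556 (camera p 0.322) and -0.14 (0.0055), so this trend may account for the first. Thinning left -0.10 (0.00367) and -0.14 (0.00357), and the covariate for other cells left -0.13 (0.0030) and -0.17 (0.0032), where fry gave 0.726 and 0.612. These values did not remove the differences, but of 100 splits, the real one included, 76 and 18 gave a difference as large. Both differences thus lie within what chance gives, and library size and other cells are not excluded for either, nor is the trend for the second. Without KO HFD replicate 4 the stress response value was 0.10, so its sign rests on that library. A difference between the diets stays open for both lists and was not tested further.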

How the results depend on the processing

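Each result was recomputed with 1 choice changed at a time. Of the gene list results, 455 kept their direction and side of the threshold over the alternatives other than leaving out libraries, 54 became weaker, 16 stronger and 15 reversed. With 1 library left out, 524 stayed the same, 9 became weaker, 34 stronger and 59 reversed. Of the counts of called genes, 73 stayed within 1.5 times and 32 moved, and with 1 library left out 81 stayed and 40 moved. Of the single genes, 1000 stayed the same, 63 became weaker and 16 stronger, and with 1 library left out 1323 stayed, 112 became weaker, 7 stronger and 1 reversed. Medians over all genes stayed the same in 90 and 121 refits. Unless a cause is given, the cause was not tested. Fits that would leave 1 KO male were not run for the effect in males and the interaction with sex.

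The choice of list test leaves the medians as they are and changes the p. The losses below are those of the lists other than cell markers. Camera with an estimated correlation differs from the preset one in the correlation between members, while fry tests another null hypothesis, and the cause of its losses was not tested. With fry the following were no longer called: nuclear subunits in Tfam KO males (0.13), maturity in the interaction with sex (-0.17), the stress response (0.15), maturity (0.10) and proliferation (-0.10) between diets in controls, immaturity between diets in KO (-0.05), the stress response (-0.07) and maturity (-0.14) in the interaction with diet, immature liver in Mfn DKO (0.79) and Tfam KO (1.69), and 4 lists in Tfam KO against Mfn DKO livers, namely the stress response (1.08), hepatocyte identity (-0.72), nuclear subunits (0.10) and proliferation (-0.95). With an estimated correlation all of these were lost too. It also lost immaturity in Tfam KO males (0.53), the stress response (0.94), maturity (-0.12) and immaturity (0.57) on RFD, and the stress response (0.80) and immaturity (0.40) on HFD. In Mfn DKO livers it lost the stress response (1.38), mitochondrial DNA (-0.97), nuclear subunits (-0.19) and proliferation (2.30). In Tfam KO livers it lost the stress response (2.15), hepatocyte identity (-0.97) and proliferation (1.41).

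Without a filter on low counts, the interaction with sex had 30 called genes in place of 0 (1230 at an unadjusted p under 0.05), and the diets in KO 6 in place of 2. Mitochondrial DNA on RFD (-0.46), hepatocyte identity in Mfn DKO (-0.36) and nuclear subunits in Tfam KO livers (-0.06) came to be called, and proliferation between diets in controls (-0.10) no longer was. The share of called genes that were higher went from 36% to 51.4% in Tfam KO against Mfn DKO livers, and from 0% to 16.7% between diets in KO. With at least 10 counts in every sample, fewer genes were tested. Immaturity between diets in controls reversed to -0.06 and proliferation in the interaction with diet to 0.06. Proliferation between diets in controls (-0.11) and immature liver in Tfam KO (1.10) were no longer called, nuclear subunits in Tfam KO livers (-0.08) were, and Tfam KO against Mfn DKO had 27 calls in place of 50. With the size factors of DESeq2, nuclear subunits in Tfam KO livers were called (-0.08), the 1 such change.

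The Wald test of DESeq2 made more calls in each comparison named here, and on simulated data it also made more false ones. It gave 2716 genes in Tfam KO males in place of 1764, 34 in the interaction with sex in place of 0, 53 between diets in controls in place of 7, 41 between diets in KO in place of 2, 20 in the interaction with diet in place of 0 (406 at an unadjusted p under 0.05), 2870 in Mfn DKO in place of 1681 and 1065 in Tfam KO against Mfn DKO in place of 50. Shared calls rose from 449 to 721 between Tfam KO and Clec16a KO islets on RFD, and from 1192 to 2008 between the livers. The share that was higher went from 14.3% to 52.8% between diets in controls, from 0% to 56.1% in KO, and from 36% to 72.3% in Tfam KO against Mfn DKO. With a further limit of 2-fold, which leaves fewer genes by construction, the shared calls were 97 for Tfam KO with Clec16a KO on RFD, 123 with HFD, 263 for RFD with HFD, 156 for islet with liver Tfam KO, and 526 for the livers. The shares in one direction went from 58.8% to 73.2% and from 71.1% to 85.4% in the first 2 of these.

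The replicate number was fitted as a replicate block although the numbers did not pair the libraries, so these fits spend degrees of freedom on a term without a basis. With the replicate block, calls fell to 975 on HFD, 3 between diets in controls, 169 in Mfn DKO, 395 in Tfam KO livers and 6 in Tfam KO against Mfn DKO, and rose to 36 in the interaction with sex. Those in the Tfam islets were 3230, those in females 1661 and in males 1245, those on RFD 978. Reversed were immaturity in the Tfam islets (-0.04) and proliferation in the interactions with sex (0.20) and diet (0.07). Called were immaturity in Tfam KO females (-0.22), mitochondrial DNA (-0.39) and proliferation (0.39) on HFD and nuclear subunits in Tfam KO livers (-0.10), and not called were proliferation between diets in controls (-0.21) and immaturity between diets in KO (-0.11). The share that was higher went from 53.0% to 65.7% in Mfn DKO, from 14.3% to 33.3% between diets in controls, from 0% to 50% in KO, and from 36% to 50% in Tfam KO against Mfn DKO.

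With the exocrine score as a covariate, proliferation reversed in the Tfam islets (0.00) and in males (-0.02), the stress response in the interaction with sex (-0.11) and immaturity between diets in controls (-0.07). Calls were 4 between diets in controls, all lower, and 0 in KO. Called were mitochondrial DNA on RFD (-0.60) and HFD (-0.44), nuclear subunits on RFD (0.11) and proliferation between diets in KO (-0.62). Not called were nuclear subunits in males (0.08) and, between diets in controls, the stress response (0.07) and maturity (0.09). With the lane as a covariate, nuclear subunits on RFD (0.00), immaturity between diets in KO (0.01) and proliferation in the interaction with diet (0.15) reversed. Not called were proliferation between diets in controls (-0.12) and the stress response in the interaction with diet (-0.04), and between diets in controls 3 genes were called, all lower. With the Xist level as a covariate, 629 genes were called on RFD and 4 between diets in KO. In the livers, which were of both sexes, it gave 2181 calls in Mfn DKO in place of 1681. There were 5121 in Tfam KO livers in place of 4992, and 53 in Tfam KO against Mfn DKO in place of 50. Reversed were nuclear subunits on RFD (-0.11), immaturity between diets in controls (-0.02) and proliferation in the interaction with diet (0.08). Nuclear subunits on HFD (-0.09) were called, and the stress response between diets in controls (0.07) and in the interaction (-0.01) was not. The share that was higher between diets in controls was 25% there.

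With only the compared groups in the fit, the dispersion came from fewer libraries and no longer from the groups left out. Calls were 4338 in Mfn DKO in place of 1681 and 3228 in Tfam KO livers in place of 4992. The order of these 2 counts was thus reversed. There were 7 in Tfam KO against Mfn DKO and 0 between diets in KO. In the main fit all 3 liver groups shared the dispersion, and the Tfam KO libraries differed most among themselves. Between pairs of their libraries, chi-square per degree of freedom was 354.1 to 1116, against 59.3 to 197.1 in Mfn DKO. Mitochondrial DNA on HFD (-0.34) and hepatocyte identity in Mfn DKO (-0.37) were called, and proliferation between diets in controls (-0.10) was not. Of the 7 calls, 57.1% were higher, against 36%. Between diets in controls 0% of the calls were higher there, against 14.3%.

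Leaving out 1 library at a time gave the following ranges. In the Tfam islets, calls in females ran from 1336 to 2626 and in males from 1013 to 1543. Over both sexes, medians ran from -0.05 to 0.16 for immaturity, from -0.02 to 0.11 for nuclear subunits and from -0.23 to 0.08 for proliferation, and Mki67 ran from -0.07 to 0.27. In females, they ran from -0.26 to -0.16, from -0.10 to 0.06 and from -0.33 to 0.10 for the same lists. In males, nuclear subunits ran from 0.08 to 0.16 and proliferation from -0.09 to 0.05. In the interaction with sex, the stress response ran from -0.02 to 0.22 and proliferation from -0.21 to 0.28. On RFD, calls ran from 523 to 1224, mitochondrial DNA from -0.53 to -0.13 and nuclear subunits from -0.07 to 0.13. On HFD, calls ran from 786 to 3369, mitochondrial DNA from -0.47 to -0.30, nuclear subunits from -0.12 to -0.03 and proliferation from -0.09 to 0.39. Between diets in controls, calls ran from 3 to 12, the stress response from 0.10 to 0.22, immaturity from -0.05 to 0.15 and proliferation from -0.29 to 0.15. Between diets in KO, calls ran from 0 to 31, the stress response from 0.02 to 0.23, maturity from -0.06 to 0.06, immaturity from -0.21 to 0.02 and proliferation from -0.36 to -0.10. In the interaction with diet, the stress response ran from -0.13 to 0.10, immaturity from -0.13 to 0.01 and proliferation from -0.26 to 0.24. In Mfn DKO, calls ran from 686 to 1444 and hepatocyte identity from -0.39 to -0.32. In Tfam KO livers, calls ran from 2504 to 7330, immature liver from 0.27 to 2.18 and nuclear subunits from -0.11 to -0.03. In Tfam KO against Mfn DKO, calls ran from 24 to 4204, immature liver from -0.62 to 0.94 and nuclear subunits from 0.05 to 0.15.

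The share of called genes that were higher moved by more than 10 points without 1 library in 4 comparisons. It ran from 0% to 25% between diets in controls, from 0% to 100% between diets in KO, from 51.6% to 63.6% in Mfn DKO and from 25% to 58.0% in Tfam KO against Mfn DKO.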

Other observations

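The tests of the Ins1 to Ins2 ratio, of the Clec16a counts, of the share of β-cells, of the alpha list between diets and of the extent of Tfam loss were chosen only after the results were seen. Calls were also counted over other splits of the libraries into groups of the same sizes, with the real split included and with 100 drawn where more were possible.

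In the Tfam islets, 1 of 100 splits of the 1260 possible gave as many called genes as the real one, and 1 gave medians as large for the stress response, for maturity and for mitochondrial DNA transcripts, but 89 for immaturity. In females, 1 of 100 splits gave as many called genes. For the interaction with sex, 19 of 100 splits gave as many genes at an unadjusted p under 0.05 and 65 a stress response median as large. Males were not split, since 2 KO libraries are too few.

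In the Clec16a islets on RFD, 1 of 35 splits, the real one, gave as many calls, 1 a stress response median as large, 1 an immaturity median as large, 10 a maturity median as large and 12 a mitochondrial DNA median as large. On HFD, 3 of 100 gave as many calls, 4 a stress response median, 1 a maturity median, 6 an immaturity median and 10 a mitochondrial DNA median as large. The 2 other splits with as many calls gave 1809 and 1877. One put KO HFD replicate 4 with control HFD replicates 3 to 6 against all other libraries, and the other exchanged KO HFD replicate 4 with control HFD replicate 2, so both parted that library from the other KO libraries. The first partly followed the lanes, with 1 library from lane 7 and 4 from lane 8 on one side, and 4 and 2 on the other. In the second these numbers were 3 and 2, and 2 and 4. Within lanes 7 and 8 the stress response score was higher in KO by 1.53 and by 0.987, and with the lane as a covariate the real comparison had 1854 calls. The comparisons of the diets gave 5 of 100 in controls and 6 of 100 in KO. The other splits had 19 to 32 calls in controls, against 7, and 3 to 29 in KO, against 2. In KO, 2 of these splits partly followed the lanes, with 4 and 1 libraries from lanes 7 and 8 against 1 and 3, and the real comparison had 2 calls with the lane as a covariate. In controls, 1 split did so, with 2 and 4 against 3 and 1, and the real comparison had 3 calls with that covariate. For the interaction of genotype and diet, 90 of 100 splits gave as many genes at an unadjusted p under 0.05 and 80 an immaturity median as large. In the livers, Mfn DKO had 1 of 100 splits with as many calls, 1 for the stress response, 1 for hepatocyte identity, 2 for immature liver and 1 for mitochondrial DNA. Tfam KO had 1 of 84 for calls, 1 for the stress response, 1 for hepatocyte identity, 47 for immature liver and 1 for mitochondrial DNA. Tfam KO against Mfn DKO had 2 of 35 for calls, and the other one, in which Mfn DKO replicate 3 and Tfam KO replicate 3 changed places, gave 671 calls against 50.

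Clec16a transcripts were not lower in the libraries labelled KO, with a log2 fold change of 0.13 on RFD. A deletion of part of the gene that leaves the rest counted is a candidate explanation, and counts per gene cannot tell it apart from an intact gene. That the genotype labels were assigned at random is argued against, since 8 of 9 KO libraries had a stress response score above every control.

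The ratio of Ins1 to Ins2 counts in the Clec16a islets fell in 2 ranges, with 14 libraries from 0.168 to 0.246 and 5 from 0.398 to 0.4655, a gap of 1.62-fold where the next largest step between neighbours was 1.10-fold. The 5 were control HFD replicates 1, 3 and 4, control RFD replicate 2 and KO HFD replicate 4, so 4 of 10 controls and 1 of 9 KO libraries. In the Tfam islets the ratio was 0.178 to 0.199 in controls and 0.141 to 0.162 in KO. An altered Ins1 copy in part of the mice, such as a driver inserted in the gene, may give 2 such ranges, but the labels name no allele and the counts cannot tell it apart from other causes.

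The lower maturity list in the islets was tested against a smaller share of β-cells, which would raise the markers of all other cells alike. The endothelial score less the delta score was higher by 0.376 in Tfam KO (two-sided exact permutation p 0.00238 over 1260 arrangements), by 0.813 in Clec16a KO on RFD (exact p 0.0286 over 70, the smallest these groups allow) and by 0.601 on HFD (exact p 0.00649 over 462). A loss of β-cells as the only change in cell content is thus argued against in these comparisons, of which that of Tfam KO is over both sexes. A change in the endothelial or delta cells themselves would give the same result with or without a loss of β-cells. The test therefore cannot exclude such a loss as a cause of the lower maturity list. A lower expression of the list in β-cells also stays open. In Tfam females the delta score was 6.96 in control and 6.48 in KO and the endothelial score 5.58 in both. In Tfam males the delta score was 6.25 in control and 6.28 in KO, and the endothelial score 5.63 and 5.84. Both were thus higher in KO males, and with 2 KO libraries a loss of β-cells was not tested in males alone and stays open there as well. In Tfam KO over both sexes the medians were -0.16 for exocrine, -0.07 for alpha, -0.28 for delta and 0.05 for macrophage cells. Those of fibroblast, endothelial and duct cells were 0.48, 0.07 and 0.20, and none of these cell lists was past the threshold. Within the sexes some were. In females the exocrine list was at -0.99 (camera adjusted p 0.00914) and the delta list at -0.43 (0.00914). In males the exocrine list was at 1.27 (0.0298), the macrophage list at 0.49 (0.00678) and the fibroblast list at 1.51 (0.00821). Fry placed the exocrine list at 0.639 and 0.451 and kept the other calls, and none held with an estimated correlation. On RFD the endothelial list was at 0.71 (camera adjusted p 1.32e-07), the fibroblast list at 0.66 (0.0112) and the exocrine list at -0.41 (5.38e-04), and on HFD the first 2 were at 0.52 (2.70e-06) and 0.79 (1.02e-04). The fry adjusted p on RFD was 0.156 for the fibroblast and 0.258 for the exocrine list. With an estimated correlation none of these 5 calls on RFD and HFD held.

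Between HFD and RFD, the exocrine list was at 1.21 in controls and 1.35 in KO and the alpha list at -0.50 and -0.63. Over both genotypes the alpha score fell by 0.463 and the delta score by 0.296, while the exocrine score rose by 1.34. A larger share of β-cells on HFD, as the only change, would lower the other cell types alike. The change of the alpha score less that of the mean of the macrophage, fibroblast and endothelial scores was -0.561 (two-sided exact permutation p 0.00132 over 26460 arrangements). This argues against a larger share as the only change. The exocrine score rose in the same libraries, and where other tissue changes too, the scores need not move alike. A larger share of β-cells beside such a change is thus not excluded. The amount of exocrine tissue picked with the islets, and an effect of diet on alpha cells, stay open and were not tested.

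The 3 Tfam KO livers differed among themselves, with Alb at 43469 CPM (95% Wilson interval 43418 to 43520), 17648 CPM (17619 to 17677) and 71777 CPM (71702 to 71853) and Afp at 5.31, 10783 and 4.45 CPM in replicates 1, 2 and 3. A different extent of Tfam loss is a possible explanation, but Tfam varied only 1.21-fold between the libraries. Mitochondrial transcripts made up 0.158%, 0.551% and 0.203% of the counts in replicates 1, 2 and 3, so they do not show a larger loss in replicate 2. With 3 libraries a different extent cannot be told apart from other differences between the mice. Sex was among these differences, since over the 3 libraries Xist ran from 0.705 to 787.8 CPM and Ddx3y from 0.312 to 104.7 CPM.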
